A study of Populus trichocarpa with 15 samples. Its data were reported in "A genome assembly and the somatic genetic and epigenetic mutation rate in a wild long-lived perennial Populus trichocarpa" (2020).

How the data were processed

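ATAC-seq maps open chromatin by letting a transposase insert sequencing adapters into accessible DNA. Per the labels, wild *Populus trichocarpa* leaves from Oregon were flash-frozen after collection and the libraries were made with a published ATAC-seq protocol. The study's methods do not describe ATAC-seq. The aligner, the peak caller, the genome build and any shift of reads for the transposase are not given in the sources used here, and methods stated there for other assays were not carried over.

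The authors deposited a separate peak list for each of 15 libraries, so peaks were called per library and not on pooled libraries. Each list gives the start and end of every peak, a score, and −log10 p-values and −log10 q-values. The deposited score was the whole part of 10 times the −log10 q-value for at least 99.9766% of the peaks in each of the 14 lists analysed. The lowest deposited −log10 q-value in a list was between 2.00 and 2.05. The lists give no fold enrichment, summit, signal or read count, so read depth is unknown and no counting interval is given. A list holds only peaks past the caller's threshold, so a region missing from a list was not called, which does not show that it was closed. Coordinates are printed as the deposited lists give them. Whether starts count from 0 or from 1 is not given in the sources used here.

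Libraries were grouped by the tree number in their titles: 5 from tree 13, 5 from tree 14 and 4 from tree 4. The remaining library, titled 1.1, was placed in no tree and entered no comparison, because its title and the names of its peaks disagree: the peak names give tree 4, branch 1. In the other 14 lists the peak names match the titles. No pair of lists was identical.

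Overlapping or touching peaks of the 14 libraries were merged into regions, and a region counted as called in a library where any base of a peak of that library fell in it. Similarity of a pair of libraries was the Jaccard index, the base pairs covered by both lists over those covered by either. Peak number and covered length were compared by two-sided exact permutation tests. Similarity within against between trees was compared by one-sided exact permutation tests that reassigned libraries and not pairs. Neighbouring branches were compared by a one-sided permutation test with 100000 resamples of branch numbers within each tree. Benjamini-Hochberg adjustment covered the 7 tests of this family. Each region was compared by a two-sided Fisher's exact test of called against not called, adjusted by Benjamini-Hochberg over the regions that could reach an unadjusted p under 0.05.

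Of the regions called in every library of a side and in none of the other, the text names at most 3 per direction with the highest mean percentile of the score within each list, and the 3 highest regions called in all 14 libraries. The score stood in for fold enrichment, and peak midpoints stood in for summits. A planned comparison of promoter shares was not run, because the annotation held was not shown to be of the build of the lists. For the same reason no gene annotation is given for any region.

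The alternatives were the most significant 50% of each list, a −log10 q of at least 10, lists of equal length (the 12801 most significant peaks), a 50% overlap, fixed windows of 501 bp, the overlap coefficient, assembled chromosomes, the branch set without 13.4 and 14.1, each library left out, a replicate block and a log2 scale. These, the groups and the tests were fixed before the data were examined. A limit to peaks of at least 159 bp and an adjustment of similarity for list length and minimum width were added after the lists had been seen.

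The region test was tested on simulated calls made by shuffling the calls of each of 55335 regions over the libraries. With 200 all-or-none regions implanted it called 0 of them for tree 13 against tree 14 and 0 for trees 13 and 14 against tree 4. With 2000 implanted it called all 2000 for each comparison, within totals of 2015 and 2020 calls, so 15 and 20 calls fell on regions that were not implanted. With none implanted it called 0 regions. The shuffling evened out list length between libraries, which differed 3.10-fold in the data. These simulations therefore do not show how often the region test errs on lists of unequal length. In the real calls 1436 and 372 all-or-none regions would have been needed for any to pass, so the 0 of 200 was fixed in advance. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.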

Results

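Open chromatin was profiled in leaves of individual branches of *P. trichocarpa*. Trees 13 and 14 are both stems of a single individual, and tree 4 is another tree of the same study. The libraries numbered 5 in tree 13, 5 in tree 14 and 4 in tree 4, each from a different branch. The lists of these 14 libraries held from 12801 peaks (branch 13.5) to 39694 peaks (branch 14.3), a 3.10-fold range. Read depth was not known, so differences in list length could not be separated from differences in sequencing effort.

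The first question was whether the amount of chromatin called open differed between the stems or between the individuals. Each side was a single stem or a single individual, and the tests here and below exchanged branches. Their p-values therefore describe these trees and not stems or individuals in general. Tree 13 had 25532 ± 8879 peaks per library (SD, n = 5), tree 14 had 30090 ± 6882 (SD, n = 5) and tree 4 had 26846 ± 5519 (SD, n = 4). The difference of -4559 peaks between tree 13 and tree 14 was smaller than the spread between libraries (exact permutation test, p = 0.381, adjusted p = 0.825). The 10 libraries of trees 13 and 14 had 27811 ± 7865 peaks, 965 more than tree 4 on average (exact permutation test, p = 0.825, adjusted p = 0.825). The sign of this last difference depended on single libraries: it was -113 without branch 13.2, -355 without branch 14.3 and -1371 without branch 4.3.

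Peaks covered 6.58 ± 2.02 Mb in tree 13 (SD, n = 5), 7.22 ± 1.99 Mb in tree 14 (SD, n = 5) and 7.20 ± 1.33 Mb in tree 4 (SD, n = 4). Tree 13 minus tree 14 was -0.631 Mb (exact permutation test, p = 0.635, adjusted p = 0.825), and it became 0.129 Mb without branch 14.3. Trees 13 and 14 together minus tree 4 was -0.299 Mb (exact permutation test, p = 0.782, adjusted p = 0.825), and it became 0.00657 Mb without branch 13.5. Neither difference exceeded the spread between libraries.

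**Figure D1:**
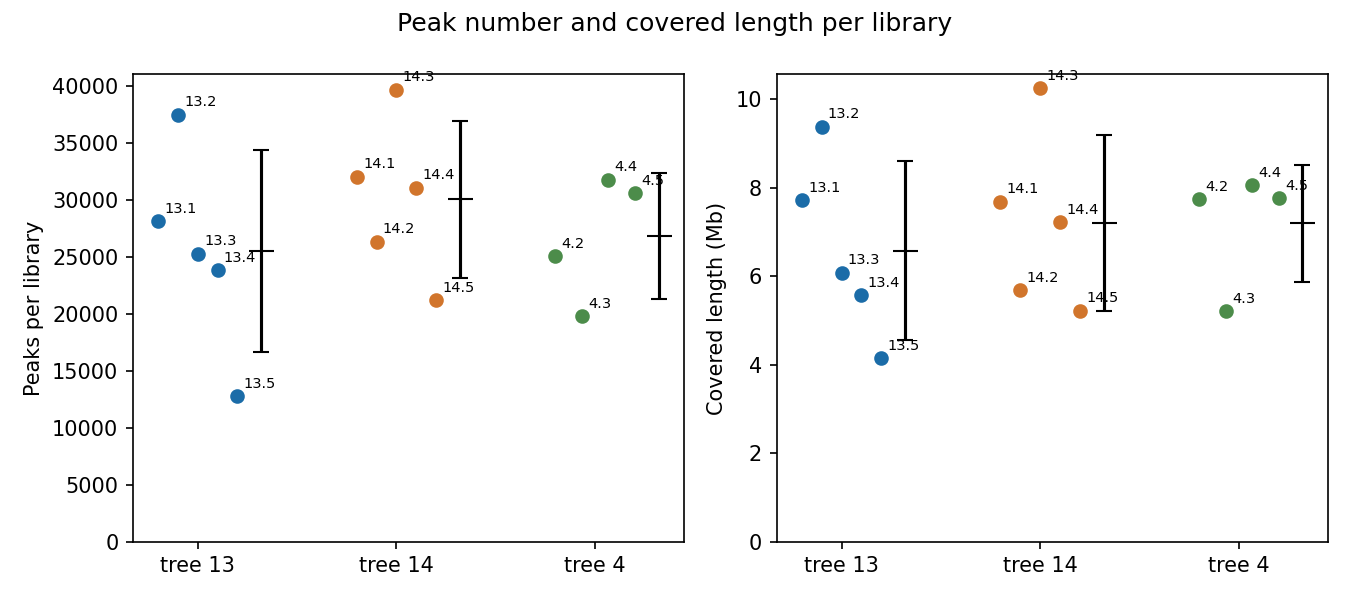
Peaks per library (left) and covered length in Mb (right) for each branch, with points for libraries and bars for the mean ± SD of a tree. The trees overlap in both panels, and branch 13.5 has the shortest list with 12801 peaks.

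The narrowest peak in a list was between 90 bp (branch 14.4) and 159 bp (branch 13.5) wide. Median peak width was 225 ± 36.9 bp in tree 13 (SD, n = 5), 201 ± 15.01 bp in tree 14 (SD, n = 5) and 231 ± 22.5 bp in tree 4 (SD, n = 4). Peaks off the assembled chromosomes made up 0.316 ± 0.0660% of a list (SD, n = 14).

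The next question was whether the peak sets of the stems had moved apart. Across the 91 pairs of libraries the Jaccard index averaged 0.513 ± 0.0533 (SD) and ran from 0.350 to 0.606. Pairs within tree 13 averaged 0.488 ± 0.0594 (SD, 10 pairs), pairs within tree 14 averaged 0.516 ± 0.0475 (SD, 10 pairs) and pairs across the stems averaged 0.505 ± 0.0614 (SD, 25 pairs). The mean within stems was 0.502, and the difference from the mean across stems was -0.00291 (one-sided exact permutation test over 252 arrangements, p = 0.452, adjusted p = 0.825). The choice of measure mattered here. With the overlap coefficient, which divides the shared base pairs by the shorter covered length, pairs within a stem averaged 0.815 and pairs across stems 0.794, a difference of 0.0207 (exact permutation test, p = 0.00794, the smallest the design allows). The sign of the Jaccard difference was also positive without branch 13.1 (0.00174), 13.2 (0.00950) or 13.3 (0.000176).

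Pairs within tree 4 averaged 0.536 ± 0.0357 (SD, 6 pairs). Pairs of tree 4 averaged 0.513 ± 0.0534 with tree 13 (SD, 20 pairs) and 0.527 ± 0.0444 with tree 14 (SD, 20 pairs). Pairs within an individual averaged 0.507 and pairs between individuals 0.520, a difference of -0.0129 (one-sided exact permutation test over 1001 arrangements, p = 0.774, adjusted p = 0.825).

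**Figure D2:**
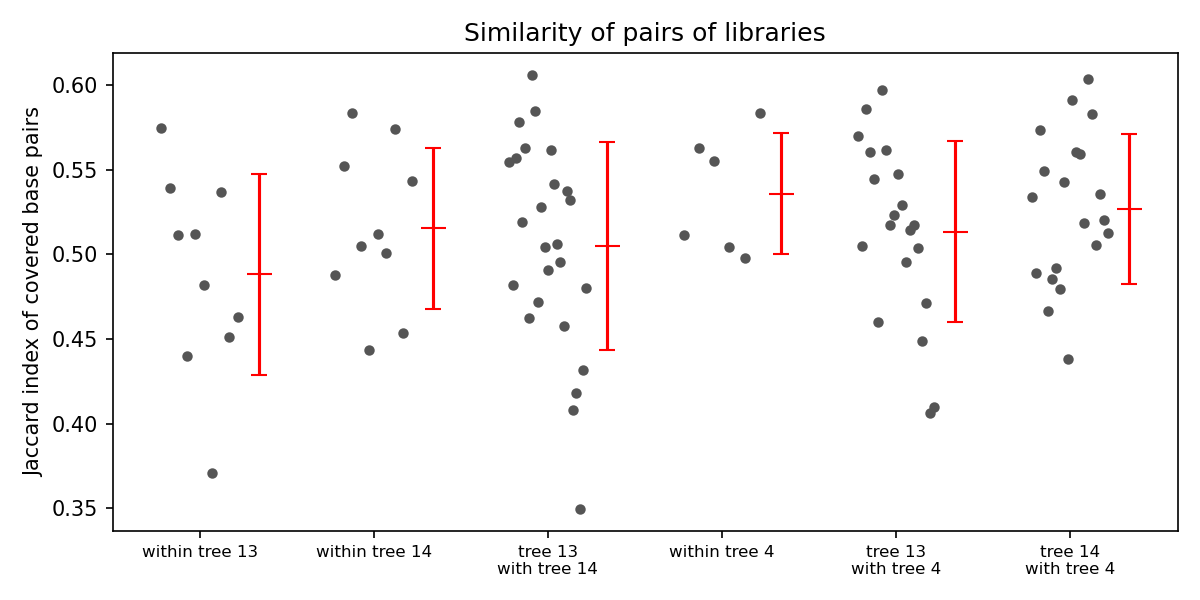
Jaccard index of covered base pairs for each pair of libraries, by the trees of the pair, with points for pairs and bars for the mean ± SD. The classes overlap, with means from 0.488 within tree 13 to 0.536 within tree 4.

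Branch numbers were compared because neighbouring branches were taken to share more of their growth history, with branch number standing in for growth order. The study left out branches 13.4 and 14.1 because their ages could not be determined, so growth order could not be checked for them. Both are in the main test. The 11 pairs of branches in the same tree whose numbers differ by 1 averaged 0.521 and the other 15 pairs averaged 0.501, a difference of 0.0201 (one-sided permutation test, p = 0.139, adjusted p = 0.825). It passed the unadjusted threshold only where branch 14.1 (0.0349, permutation p = 0.0407) or branch 14.2 (0.0334, permutation p = 0.0444) was left out, and it was 0.00374 without branch 13.2. Over the alternatives that did not leave out a single library it ran from 0.00603, after adjustment for list length and minimum width, to 0.0425 without both 13.4 and 14.1 (permutation p = 0.0780).

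Merging gave 55335 regions with a median width of 252 bp and a total of 16.6 Mb. Of these, 9764 (17.6%) were called in every one of the 14 libraries and 13252 (23.9%) in a single library. Regions called in every library had a median width of 484 bp, against 121 bp for regions of a single library. A region is the union of the overlapping peaks of all libraries that call it, so part of this difference is built in. The number called in every library moved most at a −log10 q of at least 10, where it was 918. The median −log10 q of a list was 8.61 ± 1.68 (SD, n = 14) for peaks in regions called everywhere and 3.16 ± 0.245 (SD, n = 14) for peaks found in that library alone, as the authors' caller scored them within each list.

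**Figure D3:**
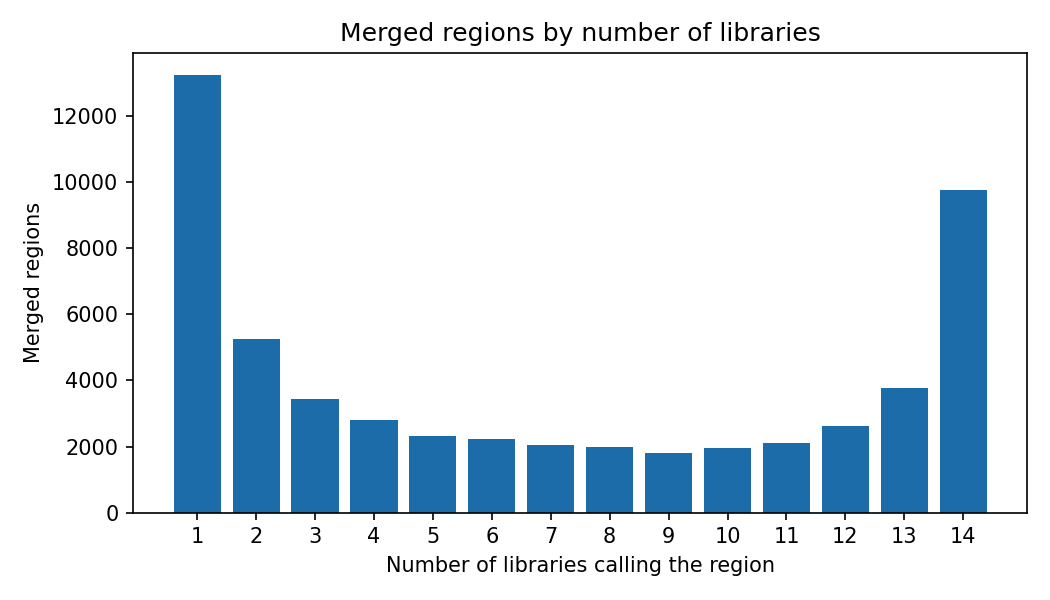
Number of merged regions (vertical axis) by the number of libraries that call them (horizontal axis). The largest classes are the 13252 regions of a single library and the 9764 regions of all 14.

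The 3 regions called everywhere with the highest mean score percentile were on chromosome 14 from 15535278 to 15536480 (−log10 q of 46.0 ± 6.27, SD, n = 14), on chromosome 3 from 16979240 to 16979787 (39.1 ± 5.88, SD, n = 14) and on the chloroplast from 34272 to 34961 (37.5 ± 5.03, SD, n = 14). The chloroplast genome is not packed in nucleosomes, so the last is not a measure of chromatin.

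Calls in single regions were then compared between the stems. By Fisher's exact test, 0 of 9042 regions passed an adjusted p of 0.05, and 275 (3.04%) had an unadjusted p under 0.05, of which 256 were called more often in tree 14. With any single library left out the unadjusted count was between 395 and 1092, the highest without branch 13.2 and the next, 1016, without branch 14.5. These counts compare 5 libraries with 4, where other call patterns can reach this threshold, so they cannot be set directly against 275. The unadjusted count was 17 at a −log10 q of at least 10. Without both 13.4 and 14.1 it was 41, where 4 libraries against 4 let only all-or-none regions reach this threshold. The smallest p the design allows is 0.00794, and at least 1436 all-or-none regions would have been needed for any to pass, so the adjusted count says little about small sets of regions. There were 13 all-or-none regions, 1 called only in tree 13 and 12 called only in tree 14. Lists of tree 14 were longer on average, so the lean to it, here and among the 275, cannot be separated from list length.

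The region called only in tree 13 was on chromosome 9 from 8490290 to 8490671, with a −log10 q of 3.84 ± 0.677 (SD, n = 5) and no call in tree 4. Of those called only in tree 14, the highest by score percentile was on chromosome 18 from 2028984 to 2029242 (−log10 q of 5.78 ± 2.53, SD, n = 8) and was also called in 3 libraries of tree 4. The next were on chromosome 14 from 13987233 to 13987406 (4.92 ± 1.47, SD, n = 6) and on chromosome 6 from 4696661 to 4696852 (4.69 ± 1.04, SD, n = 6), each also called in 1 library of tree 4. The mean score percentiles of the 12 regions ran from 16.4 to 48.5, below the middle of the lists.

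Between the individuals, Fisher's exact test gave 0 of 18615 regions at an adjusted p of 0.05 and 185 (0.994%) at an unadjusted p under 0.05. Of the 185, 81 were called more often in trees 13 and 14 and 104 in tree 4. The unadjusted count was 306 at 50% overlap and, with a library left out, ran from 98 without branch 13.1 to 358 without branch 4.3. It was 47 at a −log10 q of at least 10 and 56 without both 13.4 and 14.1. Leaving out libraries changes the group sizes, and so which call patterns can reach this threshold. The smallest p possible is 0.000999, and 372 all-or-none regions would have been needed for any to pass. There were 3 all-or-none regions, all of them called in the 4 libraries of tree 4 and in none of the other 10. They were on chromosome 1 from 9754808 to 9755104 (−log10 q of 7.92 ± 2.31, SD, n = 4), on chromosome 1 from 19964736 to 19965124 (6.19 ± 2.93, SD, n = 4) and on chromosome 4 from 1759271 to 1759504 (4.58 ± 0.154, SD, n = 4). In the most significant 50% of each list, only the first of these was still called in all 4.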

Values the study reported

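The study put the age of the tree with stems 13 and 14 at approximately 330 years, as an estimate.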

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

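The tests of explanations in this part were chosen after the values they concern had been seen.

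Library 4.3 covered 5.22 Mb, far below the next library of tree 4 at 7.74 Mb. The gap was 0.889 of the range of the tree, above Dixon's 95% critical value for 4 samples. Across 9 measures and 3 trees, 27 such groups were examined and this was the 1 that stood out, about as many as chance gives at a 95% critical value. A shorter list is a candidate explanation: with the same number of peaks taken from each library, 4.3 was still lowest at 3.73 Mb but the gap fell to 0.335 of the range. The lists do not give read depth, so why its list was shorter stays open, and a difference of the branch itself was not tested.

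The library titled 1.1 entered no comparison. Of its 27009 peaks, 499 overlapped no region of the other 14 libraries. No biological explanation was tested for these peaks, since the title of the library and the names of its peaks disagree on the tree.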

How the results depend on the processing

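The limit to peaks of at least 159 bp and the adjustment of similarity for list length and minimum width were chosen after the data had been seen. The 7 tested differences were recomputed 142 times in all, of which 123 kept their direction and their side of the threshold, 17 reversed and 2 passed the threshold in the same direction. The cause of a change was not tested unless stated.

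At a −log10 q of at least 10, peak number of trees 13 and 14 minus tree 4 reversed to -167, and covered length of tree 13 minus tree 14 reversed to 0.0729 Mb. With lists of equal length that covered length was 0.197 Mb and similarity within minus between stems was 0.00263. With the overlap coefficient, similarity reversed to 0.0207 for stems (exact permutation p = 0.00794, where p ran from 0.00794 to 0.833 over the alternatives) and to 0.0121 for individuals (p = 0.227). With peaks of at least 159 bp, peak number against tree 4 was -1198. After adjustment for list length and minimum width, similarity was 0.000681 for stems and 0.00364 for individuals.

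Regions called in every library numbered 4220 in the most significant 50% of each list, 918 at a −log10 q of at least 10, 4994 with equal lists and 4482 at 50% overlap, since each admits fewer calls. All-or-none regions between the stems numbered 1 at a −log10 q of at least 10, 22 with equal lists and 41 without 13.4 and 14.1. Those against tree 4 numbered 1 in the most significant 50%, 0 at a −log10 q of at least 10, 8 with equal lists and 5 without 13.4 and 14.1. Fewer libraries make an all-or-none pattern easier to meet. No alternative gave a region at an adjusted p of 0.05. At an unadjusted p under 0.05 the counts in the most significant 50% of each list were 168 between stems and 109 against tree 4, and with peaks of at least 159 bp they were 169 and 213. Neighbouring branches gave 0.00694 with the overlap coefficient.

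With each library left out in turn, peak number ran from -7556 to -1376 between stems and from -1371 to 2633 against tree 4, covered length from -1.33 to 0.129 Mb between stems and from -0.959 to 0.00657 Mb against tree 4, similarity from -0.00868 to 0.00950 for stems and from -0.0215 to -0.00455 for individuals, and neighbouring branches from 0.00374 to 0.0349. All-or-none regions ran from 17 to 102 between stems, with 102 without 13.2 and 81 without 14.5, and from 3 to 12 against tree 4, with 12 without 4.2.

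Same-numbered branches of trees 13 and 14 did not deviate together: correlations over regions of their deviations from the tree means ran from -0.0656 to 0.0335 in 5 pairs, so they share only a number. With a replicate block, the difference in peak number was -4559 (exact permutation p = 0.375), covered length gave p = 0.625, similarity was -0.00283 (p = 0.562) and 0 regions passed, by a sign test that cannot reach an unadjusted p under 0.05.

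The number of libraries calling each of the 10 named regions was recomputed under 5 filters, and 23 of the 50 values moved by over 1.5 times. Each filter only removes peaks, so these counts could fall but not rise. The chloroplast region had to be lost where only assembled chromosomes were kept. The 23 is therefore not a measure of how robust the regions are. The planned promoter share and its narrower width were not run. Read depth is unknown, so it cannot be said which absent calls are missed ones.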

Other observations

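The tests here on the overlap coefficient, minimum width, peak number, tree 4 calls and the library titled 1.1 were chosen after the results they concern had been seen, while the counts over other splits were planned.

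Chance could not be excluded for the region counts above 0. Of 100 splits of the libraries of trees 13 and 14 into 5 and 5, the real one included, 36 gave at least 13 all-or-none regions and 36 gave at least 275 regions at an unadjusted p under 0.05. Of 100 splits of all 14 libraries into 10 and 4, 29 gave at least 3 all-or-none regions and 57 gave at least 185 regions at an unadjusted p under 0.05. The adjusted count of 0 is met by all 100 whatever the data, so it tests nothing.

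The overlap coefficient was higher within the stems than across them while the Jaccard index was not. The coefficient rose with the difference in covered length of a pair (r = 0.840). Pairs within a stem differed more in log2 covered length, 0.543 against 0.508 across stems. A linear fit on covered length cut the gap from 0.0207 to 0.00713, so much of it went with covered length. The remainder was still past the threshold (exact permutation p = 0.0159), which argues against covered length as the whole cause only as far as a linear fit removes it. In the most significant 50% of each list the gap was 0.0223 (exact permutation p = 0.00794), which argues against the weakest peaks as the whole cause. With lists of equal length it was 0.00617 (exact permutation p = 0.143), while after a fit on list length and minimum width it was 0.0134 (p = 0.00794), so peak number stays open. It was no longer past the threshold without 13.1 (exact permutation p = 0.0794), 14.2 (p = 0.143) or 14.5 (p = 0.0635). A small divergence of the stems may be involved, but this is a hypothesis from 1 of several measures, it depends on single libraries, and the Jaccard index on the same lists gave -0.00291.

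Each list had a narrowest peak width of its own. A median of 1854.5 peaks lay at exactly that width, against a median of 149 per bp over the next 10 bp, and all 14 lists had more peaks at the minimum than at the widths just above. A lower limit on width set in peak calling, different for each library, is a candidate explanation. The trees overlapped in this minimum, which was 117 ± 25.1 bp in tree 13, 99.6 ± 10.7 bp in tree 14 and 121 ± 14.6 bp in tree 4 (SD).

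Relations with these list properties were computed in a family of 6 across 14 libraries, with permutation p. Pairs that differed more in log2 peak number had a lower Jaccard index (Pearson r = -0.802, p = 1e-05, the smallest the permutations can give, adjusted p = 4e-05; Spearman rho = -0.65, p = 0.00018). Without 13.5 and 14.3 r was -0.464 (permutation p = 0.00371), but the index is capped by the ratio of the covered lengths of a pair, so part of this relation is built in. With lists of equal length the SD of the index over the 91 pairs was 0.0412, against 0.0533 with the full lists, so most of the spread was still there. Pairs that differed more in minimum width also had a lower index on equal lists (r = -0.643, p = 0.00063, adjusted p = 0.000945; rho = -0.490, p = 0.0116), but without 13.5 and 4.2 r was -0.238 (p = 0.251), so that relation rests on those libraries.

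Libraries with a larger minimum width had fewer peaks on the chloroplast and scaffold_120 (r = -0.910, p = 2e-05, adjusted p = 4e-05; rho = -0.833, p = 0.00049; without 13.5 and 4.2 r = -0.817, p = 0.0012). If neighbouring peaks had only been joined, the covered length there would not fall. It fell with r = -0.608 (p = 0.0183), which argues against joining alone across the 14 libraries. The evidence is limited, since rho was -0.525 (p = 0.0582) and without 13.5 and 4.2 r was -0.409 (p = 0.187). The smallest gap between peaks in a list was 138 to 146 bp, while minimum width ran from 90 to 159 bp. A joining distance that grew with minimum width was therefore not seen. Joining together with fewer calls stays open. Minimum width was also related to peak number (r = -0.708, p = 0.00405, adjusted p = 0.00486, rho = -0.613, p = 0.0226), more weakly without 13.5 and 4.2 (r = -0.508, p = 0.0935, no longer past the threshold). It was related to median width (r = 0.952, p = 2e-05; rho = 0.900, p = 6e-05) and not to covered length (r = -0.427, p = 0.127; rho = -0.248, p = 0.392).

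Of the 10316 regions called in all 10 libraries of trees 13 and 14, 0 were missing from all 4 libraries of tree 4, and 99.3% were called in 3 or 4 of them. These values test no explanation.

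The library titled 1.1 covered 8.90 Mb with a narrowest peak of 147 bp. Its Jaccard index was highest with branch 4.2 (0.607), then with 13.1 (0.570), 4.4 (0.563) and 14.3 (0.562). Its mean index was 0.549 with tree 4 and 0.506 with trees 13 and 14, a difference of 0.0431, while the 4 libraries of tree 4 gave differences from 0.00667 to 0.0247. Libraries of trees 13 and 14 also lay nearer to tree 4 than to each other, by 0.00244 (branch 14.2) to 0.0350 (branch 14.3), so such a difference is not specific to tree 4. With lists of equal length its difference was 0.0458, against 0.00213 to 0.0231 in tree 4 and -0.00695 to 0.0271 in trees 13 and 14. The names of its peaks give tree 4, branch 1, and the other libraries of tree 4 are branches 2 to 5. None of the trees that the study names for its analysis is numbered 1, although more trees of the stand were sampled. The library may be a branch of tree 4. The peak sets cannot tell this apart from other origins, because those of the individuals were not separated by the test above. Branch 4.2 also has the nearest minimum width at 138 bp, although branch 13.5, the next nearest at 159 bp, ranked only 7 in similarity to it on equal lists.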
